A study of Drosophila melanogaster with 2 samples.

How the data were processed

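The series held 2 RNA-seq libraries of Drosophila melanogaster, 1 from females and 1 from males. Per the labels, each library was made from whole adult flies aged 3 to 5 days, and 200 ng of total RNA from each of 192 inbred lines went into the pool of each sex. The lines belong to the Drosophila Genetic Reference Panel (DGRP), a set of inbred lines derived from a single wild population. Per the labels' protocols, libraries were prepared from polyadenylated RNA with a TruSeq kit, and both were sequenced together in 1 lane of a HiSeq 2000 as paired reads of 100 nt. The groups, female and male, were taken from the labels. Pooling was done before sequencing, so the values carry no information on single lines.

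The authors deposited 1 table of FPKM (fragments per kilobase of transcript and per 1e6 fragments) with a column for each library, and 1 annotation of the transcript models. The unit was taken from the name the authors gave the deposited table. Values were not whole numbers and the column sums differed, at 669223 FPKM for the female library and 951735 for the male library. The aligner, the quantification program, its version, the genome build, the use of strand and any filter on reads are not stated in the labels or the files. Per the file contents, part of the transcript models carry Cufflinks as their source, and class codes that mark them as equal to a reference transcript, as an isoform of a known gene, or as lying between genes or inside an intron. The annotation names no build. Its arm names (2LHet, XHet, YHet, Uextra) are those of Drosophila release 5, and coordinates are given in that annotation, counted from 1. Gene starts were compared with the supplied BDGP6 annotation: 0 of 2307 genes matched by identifier on the X had the same start, and 2111 of 2953 on 2L. BDGP6 coordinates were therefore not used. Gene symbols were taken from the deposited annotation, which pairs them with the identifiers. The annotation held 19470 genes and loci, of which 79 had no row in the expression table and were not analysed here.

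Depth was approached through the low values, because an FPKM table holds no counts. For loci with 1 transcript and at least 1000 nt of exon, the product of FPKM and length was searched for a common step, with a length offset fitted in the female library. The step was fitted on every other locus and checked on the rest, over products up to 6.5 steps. It came to 0.0129 FPKM per fragment and kilobase in the female library and 0.0124 in the male library, at a length offset of 90 nt. These steps correspond to divisors of 77.6 and 80.4 in units of 1e6 fragments. In the female library 217 of 383 checked values (56.7%, Wilson 95% interval 51.7 to 61.5%) lay within 0.15 of a whole number of steps, against 30% by chance. In the male library 34 of 69 did (49.3%, interval 37.8 to 60.8%). The libraries thus had steps of similar size, but whole fragment counts could not be recovered for most loci, so no test on counts was made. Fragment numbers given for single loci are estimates from this step. The precision of single values is otherwise unknown.

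All other values were computed with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and drawn with matplotlib 3.10.9. FPKM values were used as deposited, without rescaling. The measure of sex bias was log2((female FPKM + 1)/(male FPKM + 1)), so fold changes are on the scale of log2(FPKM + 1), which understates the change of low genes. Loci with at least 1 FPKM in 1 library were tested, and a locus was counted as biased when the measure was at least 1 in either direction, which is 2-fold. With 1 library per sex no replicate error could be estimated and no p-value is given. Intervals on shares are Wilson 95% intervals over loci and cover counting over loci only. Intervals on medians were taken from order statistics at the same level. Intervals on a ratio or difference of X-linked and autosomal medians cover the X-linked median only, with the autosomal one taken as fixed.

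To describe whether a list of genes stood apart, its median was set against the medians of 10000 random lists of the same size, matched on mean log2(FPKM + 1) in 20 bins. A list was said to stand apart outside the 2.5th to 97.5th percentile. Genes are not replicates, so these percentiles describe the libraries and not the sexes in general. The random lists were matched on level and not on tissue. In whole flies a shift of a list cannot be told apart from a different share of its tissue in the RNA. For neighbouring loci, bias calls were shuffled along each arm 10000 times. The calling and list procedures were tested on simulated data: 100% of 200 changed loci were called in the right direction, 0 of 11837 unchanged loci were called, and 8 of 200 unchanged lists fell outside the 2.5th to 97.5th percentile. The simulated changes were far above the 2-fold threshold and at loci that were not low, and the noise was assumed and small. These settings largely fixed the calls, so they show that the procedure ran correctly and give no error rate for the real calls.

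Gene lists, tests and alternatives were fixed before the data were examined, unless stated otherwise. The lists came from general knowledge of the fly, and a gene may be expressed outside the tissue its list is named for. Symbols had to match exactly, and some lists held alternative spellings of 1 gene. All symbols were matched for the yolk protein (3 genes), eggshell (17), female germline (20), sex determination (10) and dosage compensation (7) lists. The seminal fluid list had 19 genes found and 2 symbols not matched. The testis and sperm list had 34 found and 1 not matched, the Y-linked list 7 and 6, the somatic sex-biased list 2 and 1, the antimicrobial peptide list 14 and 1, and the reference list 9 and 2. Ribosomal protein (92 genes), mitochondrial genome (37), olfactory receptor (61) and gustatory receptor (60) genes were taken by their symbols. Named genes were the genes of these lists, the 5 annotated loci with the highest and the 5 with the lowest log2 ratio among loci with at least 10 FPKM in 1 library, the 5 loci with the highest FPKM in each library, and the 2 unannotated loci at each end of the log2 ratio under the same minimum. Genes named outside this rule were chosen after their values were seen: the members and neighbours of a run of loci at the tip of the X, single ribosomal protein genes, fdy, CR41507, CR41509, and genes that set a limit in a test.

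The alternatives were other scalings (centring on the median log2 ratio of loci with at least 1 FPKM in both libraries, a sum of 1e6 in each library, an equal 75th percentile, an equal median of ribosomal protein genes), pseudocounts of 0.1 and 0.01, other filters (none, 5 FPKM in 1 library, 1 FPKM in both), thresholds of 1.5-fold and 4-fold, and annotated loci only. Leaving out loci listed at 0 in either library was added after seeing the data. Values of exactly 0 were treated as listed values and not as absence of a transcript, because a gene used in every cell, Ef1alpha48D, was listed at 0 in the female library. Genes with near-identical copies and overlapping genes are reported as uncertain, since how the fragments were divided between them is not stated.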

Results

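Polyadenylated RNA of whole flies was measured in 2 libraries, 1 made from females and 1 from males of 192 inbred lines of the Drosophila Genetic Reference Panel, pooled before sequencing. By its title the series concerned how genetic variation shapes the transcriptome. The pooled libraries bear on which loci were transcribed in adults and on how their levels differed between the sexes. There was 1 library per sex, so no difference in this report has a replicate check, and each value describes these libraries. The deposited table gave FPKM for 19391 loci, of which 15887 were annotated genes and 3504 were loci without a known gene. A common step in the low values corresponded to 77.6 and 80.4 units of 1e6 fragments in the female and male library, so the depths were similar as far as this estimate goes.

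**Figure D1:**
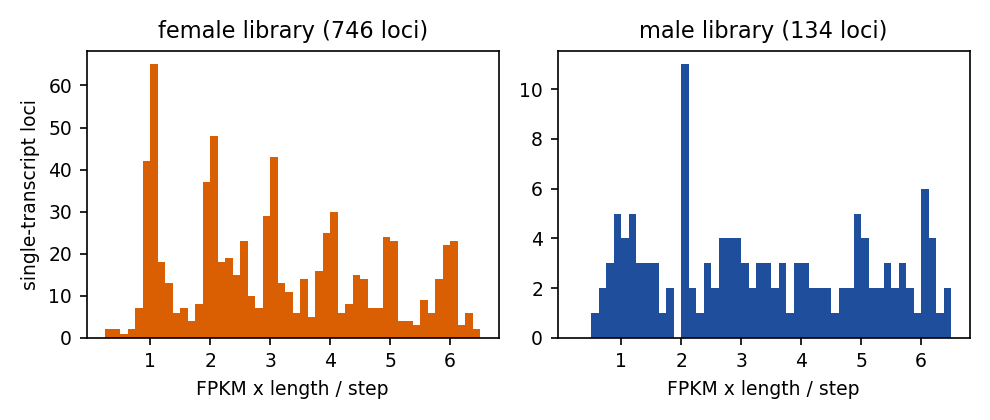
Histograms of FPKM multiplied by transcript length and divided by the fitted step (horizontal axis, in steps) for single-transcript loci of the female library (left) and the male library (right), with the number of loci on the vertical axis. Values gathered near whole numbers of steps in the female library, and less clearly in the male library, where fewer loci had values this low.

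More loci were detected in the male library. At least 1 FPKM was listed for 10189 loci (52.5%, 95% interval 51.8 to 53.2%) in the female library and for 13724 loci (70.8%, interval 70.1 to 71.4%) in the male library. Both libraries reached this level at 9805 loci, the female library alone at 384 and the male library alone at 3919. A minimum of 0.1 FPKM gave 13634 and 17565 loci, and counting every value above 0 moved the counts most, to 16306 and 18162 loci. The male library had the lower median among its detected loci, 15.3 FPKM against 23.0 in the female library. A value of exactly 0 was listed for 3085 loci in the female library and 1229 in the male library, including 1079 in both. All 160 rRNA, 314 tRNA and 37 mitochondrial genes were at 0 in both libraries, so the mitochondrial genome list gave no comparison.

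Across all 19391 loci the libraries had a Pearson r of 0.66 and a Spearman rho of 0.67 on log2(FPKM + 1). Genes are not independent replicates, and no p-value is attached. Among alternatives, rho was lowest over annotated loci only, at 0.59. The 10 highest loci held 6.47% of the summed FPKM of the female library and 12.7% of that of the male library. The 100 highest loci held 30.7% and 32.5%. Without mitochondrial and ribosomal protein genes the share of the 100 highest female loci was 21.3%. Of the 100 highest loci, 69 in the female library and 20 in the male library were ribosomal protein genes, and 35 loci were among the 100 highest of both libraries.

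The 5 highest loci of the female library were RpL41 (12879 FPKM), dhd (5171 FPKM), Yp1 (4160 FPKM), RpL29 (3942 FPKM) and RpS3A (3267 FPKM). In the male library they were Mst57Db (29781 FPKM), Met75Cb (16623 FPKM), Met75Ca (16188 FPKM), PebII (12430 FPKM) and Acp95EF (8614 FPKM). The male transcripts were short, with exonic lengths of 195, 241, 242, 359 and 243 nt. FPKM of transcripts near the fragment length depends strongly on how effective length was computed, which is not stated. Met75Ca and Met75Cb are neighbouring copies of 1 family, and the division of fragments between them is uncertain.

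Of 14108 loci with at least 1 FPKM in 1 library, 3034 (21.5%, interval 20.8 to 22.2%) were at least 2-fold higher in the female library. A further 5743 (40.7%, interval 39.9 to 41.5%) were at least 2-fold higher in the male library, and 5331 differed by less. These are called female-biased and male-biased from here on. The asymmetry grew with the threshold: 1072 and 2866 loci passed 4-fold, and 105 and 1591 loci passed 16-fold. The median log2 ratio was −0.58 over the loci tested and 0.17 over the 9805 loci with at least 1 FPKM in both libraries. The balance of the calls depended on scaling. Female-biased loci made up 34.6% of calls on the values as deposited and 48.4% when each library was set to the same sum. They made up 13.5% when ribosomal protein genes were set equal (1282 female-biased and 8180 male-biased loci), the lowest share among the alternatives, and 53.7% with 1 FPKM required in both libraries (2760 and 2382 loci), the highest.

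**Figure D2:**
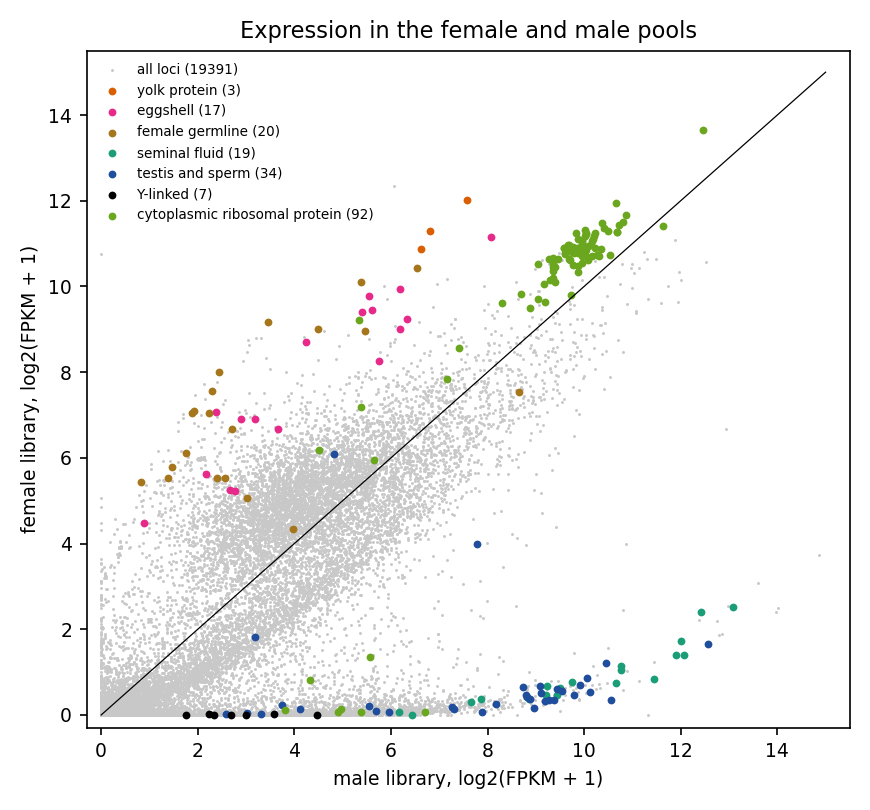
Female against male log2(FPKM + 1) for 19391 loci (grey points), with genes of 7 preset lists in colour and a line of equal values. Seminal fluid, testis and Y-linked genes lay along the bottom except for a few testis genes, yolk and eggshell genes lay above the line, and most ribosomal protein genes lay above it on the values as deposited but not when ribosomal protein genes were set equal.

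The 5 annotated loci with the highest ratio were Cyp4g1, dhd, osk, mtrm and wisp. Cyp4g1 (X, 361090 to 363368) had 1737 FPKM in the female library and was listed at 0 in the male library, inside a run of loci all at 0 described at the end of the report. The single-exon gene dhd (X, 5206406 to 5207155) had 5171 and 66.0 FPKM, a log2 ratio of 6.27. The ratios of osk, mtrm and wisp were 5.73, 5.70 and 5.60. At the other end were Met75Ca (4.30 and 16188 FPKM, log2 ratio −11.58), Met75Cb (−11.52), Ef1alpha48D, Mst57Db (−11.14) and CG42481 (−10.96). Ef1alpha48D (2R, 7778901 to 7783267) was listed at 0 in the female library and at 2578 FPKM in the male library. It was the only locus with at least 1000 FPKM in the male library that was at 0 in the female library, and Cyp4g1 was the only such locus in the reverse direction.

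Preset lists of genes with known roles in female reproduction stood apart toward the female library. The 3 yolk protein genes Yp1, Yp2 and Yp3 had log2 ratios of 4.45, 4.24 and 4.50, and their median lay at the 100th percentile of matched random lists. Their values in the male library were 189, 97.7 and 110 FPKM. The 17 eggshell genes, which encode chorion and vitelline membrane proteins, had a median log2 ratio of 3.60 (range 2.47 to 4.70, 100th percentile). For the 20 female germline genes the median was 4.34 (100th percentile), and 19 were higher in the female library. The exception, exu, had 184 FPKM in the female and 399 FPKM in the male library (log2 ratio −1.12). The ratio of grk was 0.38, which became −0.55 with ribosomal protein genes set equal. That scaling moved these medians most, to 3.49 for yolk protein, 2.78 for eggshell and 3.60 for germline genes, and left all of them at the upper end of the random lists.

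Male reproductive lists lay at the opposite end. The 19 seminal fluid genes had a median log2 ratio of −8.98 (range −10.66 to −6.09) and a median of 860 FPKM in the male library against 0.688 FPKM in the female library. Their median lay at the 0th percentile of random lists. The Acp53C14 genes among them are similar copies, and their single values are uncertain. For the 34 testis and sperm genes the median was −8.37, also at the 0th percentile. The exception was twe, with 67.5 FPKM in the female and 27.2 FPKM in the male library (log2 ratio 1.28), and the next highest log2 ratio was that of mia (−1.36). Values of single genes in the Mst84D and S-Lap families are uncertain for the same reason as above. Requiring 1 FPKM in both libraries moved the testis median most, to −3.79, since few of its genes had 1 FPKM in females.

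The 7 Y-linked genes had a median of 5.43 FPKM in the male library and 0.00240 FPKM in the female library, where 3 of them were listed at 0. Their median log2 ratio was −2.69 (0.71th percentile), a value limited by the pseudocount. With a minimum of 5 FPKM the median of the fewer remaining genes was −3.28, at the 21.7th percentile, inside the range of random lists. Expressed as a percent of the male value, the female level had a median of 0.101% for Y-linked genes, 0.0628% for seminal fluid genes and 0.0766% for testis and sperm genes. In the reverse direction the male level was 3.58% of the female one for female germline genes, 4.54% for yolk protein genes and 7.31% for eggshell genes.

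**Figure D3:**
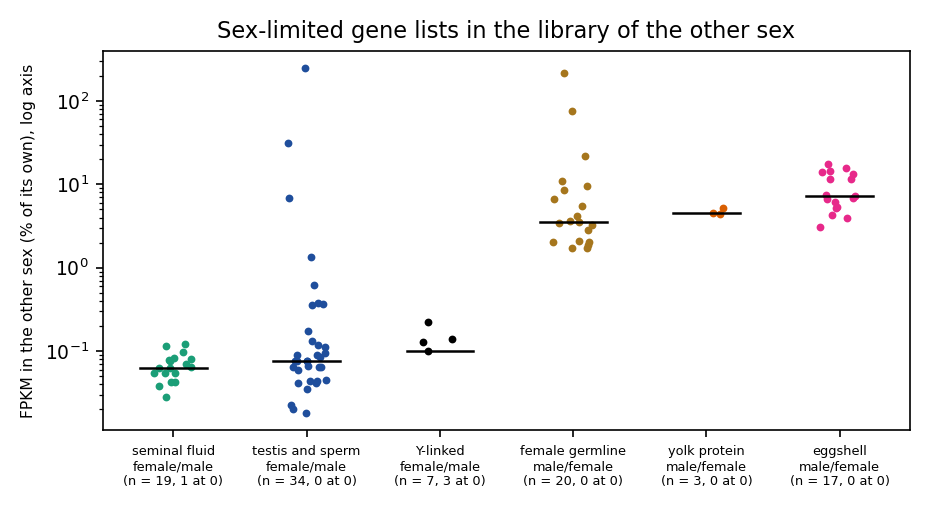
FPKM in the library of the other sex as a percent of FPKM in the library named second under each list (log axis), with 1 point per gene and a black line at the list median, zeros included in the median but not drawable on the axis. Medians of the 3 male lists lay between 0.0628% and 0.101%, and those of the 3 female lists between 3.58% and 7.31%.

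Genes of sex determination and dosage compensation did not stand apart as lists. The 10 sex determination genes had a median log2 ratio of 0.93 (89.9th percentile), which ribosomal protein scaling moved most, to 0.00. Among them Sxl was at 1.01, dsx at −1.80 and fru at −1.16, and tra was at 0.84, which became −0.05 under that scaling. Gene-level FPKM does not separate the sex-specific splice forms of these genes. The 7 dosage compensation genes had a median of 0.25 (68.8th percentile), which became −0.68 with ribosomal protein genes set equal. Single members were far apart: roX1 had 1.68 FPKM in the female and 228 FPKM in the male library (log2 ratio −6.42), roX2 0.0329 and 16.2 FPKM (−4.06), and msl-2 3.25 and 10.3 FPKM (−1.40). The ratio of msl-1 was 2.78. Of the 2 somatic sex-biased genes found, fit had a log2 ratio of 2.06 and to one of −1.82. Their median of 0.12 (49.2th percentile) was reversed to −0.04 by centring and to −0.83 with ribosomal protein genes set equal.

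All 14 antimicrobial peptide genes were higher in the male library, 9 of them at least 2-fold. Their median was −1.19, at the 2.53th percentile, just inside the range set as the limit. It fell outside that range under 8 of the 9 alternatives that could move a percentile, with the lowest percentile, 0.18, where at least 1 FPKM in both libraries was required. The direction of Drs (−0.17) reversed to 0.34 when each library was set to the same sum. The largest difference was that of CecA1, 8.39 against 150 FPKM, but CecA1 and CecA2 are near-identical copies and their single values are uncertain. Whole-fly libraries do not separate a higher level within a tissue from a larger share of that tissue in the RNA.

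The 92 ribosomal protein genes had a median log2 ratio of 0.93 (100th percentile), with 84 higher in the female library on the values as deposited, while scaling to equal medians of these genes moved the list median to −0.04 by construction. The list lay at the 100th percentile of matched lists under that scaling too. Of the 8 higher in the male library, RpL10Aa had 0.0501 and 104 FPKM and RpL22-like 0.0966 and 30.4 FPKM in the female and male library. RpS5b was the highest in females relative to males (598 and 39.3 FPKM, log2 ratio 3.90). These genes have close copies elsewhere, so the fragment split between copies is uncertain. The 9 genes often used as references had log2 ratios of up to 2.61 (Tbp) with a median of 0.91 (96.8th percentile), which became −0.05 under the ribosomal protein scaling. The lowest of them was Ef1alpha48D, listed at 0 in the female library.

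Chemoreceptor genes were low in both libraries. Of 61 olfactory receptor genes 6 passed 1 FPKM in 1 library, with a median log2 ratio of −1.06 (67.1th percentile), and of 60 gustatory receptor genes 11 did, with a median of −0.82 (89.4th percentile). Neither list stood apart from genes of equal mean level.

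The X chromosome was compared with the autosomes because males carry a single X. The 2176 X-linked loci tested had a median log2 ratio of −0.12 (95% interval −0.26 to 0.04), against a median of −0.55 for matched random lists, at the 100th percentile. The 11757 autosomal loci had a median of −0.64 (interval −0.68 to −0.60), which became 0.10 with 1 FPKM required in both libraries. On the X, 645 loci (29.6%) were female-biased and 682 (31.3%) male-biased, against 2363 (20.1%) and 4966 (42.2%) on the autosomes. The X median changed sign under 3 alternatives, to 0.51 with 1 FPKM required in both libraries, 0.25 with a minimum of 5 FPKM and 0.34 with each library set to the same sum, but it stayed at the 100th percentile of matched lists under the 10 alternatives that could move a percentile, which leaves out centring and the fold thresholds. Among autosomal arms, 2R lay at the 0th percentile with a median of −0.66, while 2L (3.27th), 3L (16.4th), 3R (5.55th) and chromosome 4 (51.7th) did not stand apart. The matched lists were drawn from all tested loci, X-linked ones included, so low percentiles of autosomal arms are in part the counterpart of the X-linked shift. Chromosome 4 had 103 loci tested, of which 12 (11.7%) were female-biased and 32 (31.1%) male-biased.

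**Figure D4:**
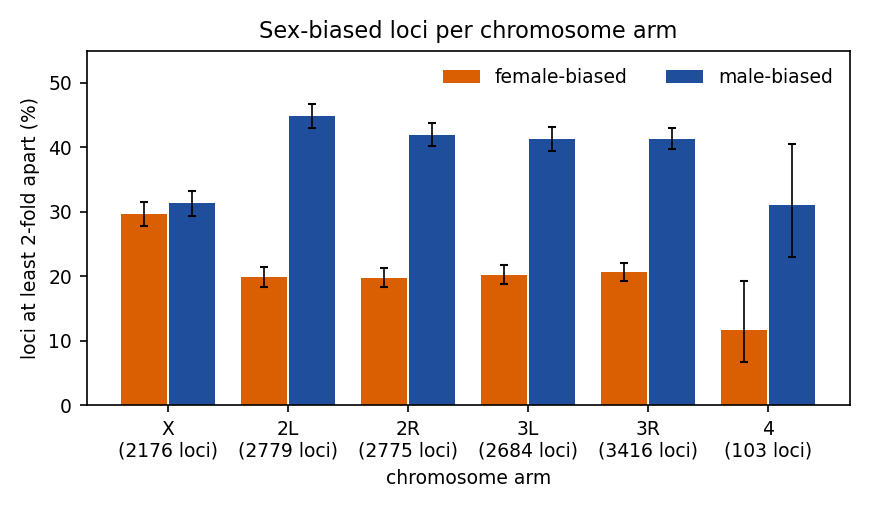
Percent of loci at least 2-fold higher in the female (orange) or male (blue) library on each chromosome arm, with the number of loci tested under each arm and Wilson 95% intervals over loci as error bars. On the X the shares were 29.6% and 31.3%, and on the 4 large autosomal arms female-biased loci made up about 20% and male-biased loci over 40% on the values as deposited.

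The ratio of median FPKM between X-linked and autosomal loci with at least 1 FPKM was 1.07 (interval 1.0 to 1.15) in the female library and 0.817 (interval 0.767 to 0.870) in the male library. These intervals take the autosomal median as fixed and so are too narrow for the ratio. Counting over loci thus does not set the female ratio apart from 1. Counting all loci above 0 moved the ratio most, to 1.38 and 0.979. Among loci with at least 1 FPKM in both libraries and under 2-fold apart, a choice that brings the sexes together by construction, it was 0.916 and 0.895.

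The 3504 loci without a known gene were lower and more male-biased than annotated genes. Of these, 1876 lay between genes and 1628 inside introns. No strand was given for 2796 (79.8%), and 80.7% had a single exon. Their median exonic length was 827.5 nt, against 1529 nt for annotated genes. Their median level was 0.0441 FPKM in the female and 0.470 FPKM in the male library. At least 1 FPKM was listed for 290 and 924 of them. Among the 997 tested, 54 (5.42%) were female-biased and 593 (59.5%) male-biased, with a median log2 ratio of −1.12. Annotated lists matched on mean level had a nearly equal median of −1.05, although −1.12 lay at the 0.01th percentile of them. The placement against matched lists reversed with the filter, to the 98.8th percentile with a minimum of 5 FPKM (median −2.28) and to the 100th with 1 FPKM in both libraries (median −0.36). Male-biased loci made up 81.5% of the 405 intergenic loci tested and 44.4% of the 592 intronic ones. The deposited annotation also held 2807 new isoforms of 2049 annotated genes.

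The unannotated loci with the highest ratio were XLOC_006412, a single-exon intergenic model (X, 21391150 to 21394515) with a log2 ratio of 4.70, and XLOC_006194, a 140 nt model in an intron of dlg1 (X, 11280408 to 11280547) with 18.9 FPKM in the female library and a listed 0 in the male library. Those with the lowest ratio were the intergenic XLOC_002138 (2R, 13076305 to 13076662) with 0.522 and 601 FPKM, and XLOC_003341 (3L, 10788050 to 10788284) with 0.137 and 111 FPKM. The models of XLOC_006194, XLOC_002138 and XLOC_003341 are short, at 140, 358 and 235 nt. Their FPKM therefore depends strongly on how effective length was computed, which is not stated.

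Gene structure differed between the groups of loci. Female-biased loci had a median exonic length of 2075.5 nt, against 1815 nt in matched lists (100th percentile). Male-biased loci had a median of 1258 nt, against 1482 nt (0th percentile), and loci under 2-fold 1805 nt, against 1686 nt (100th percentile). Median exon numbers were 3, 2 and 4 in the same order, but the exon numbers of male-biased and other loci did not stand apart under 6 and 7 of 12 alternatives. The median number of transcripts was 1, 1 and 2. Adjacent biased loci shared a direction in 4216 of 5678 pairs (74.3%), against a median of 55.4% over shuffles along the arm (100th percentile). This share ranged from 66.4% to 85.4% across alternatives.

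A run of 18 overlapping loci at the tip of the X (162542 to 364670) was listed at 0 throughout in the male library, while 16 of them were above 0 in the female library. It included Cyp4g1, ewg (32.3 FPKM in the female library), pcl (11.5 FPKM) and CG32816 (7.65 FPKM), whose model spans 210609 to 364670 and so overlaps most of the others. The loci on either side, CG13376 and Exp6, had 1.05 and 11.6 FPKM in the male library. No other run of at least 3 overlapping loci was at 0 throughout in 1 library with a value of at least 1 FPKM in the other.

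**Figure D5:**
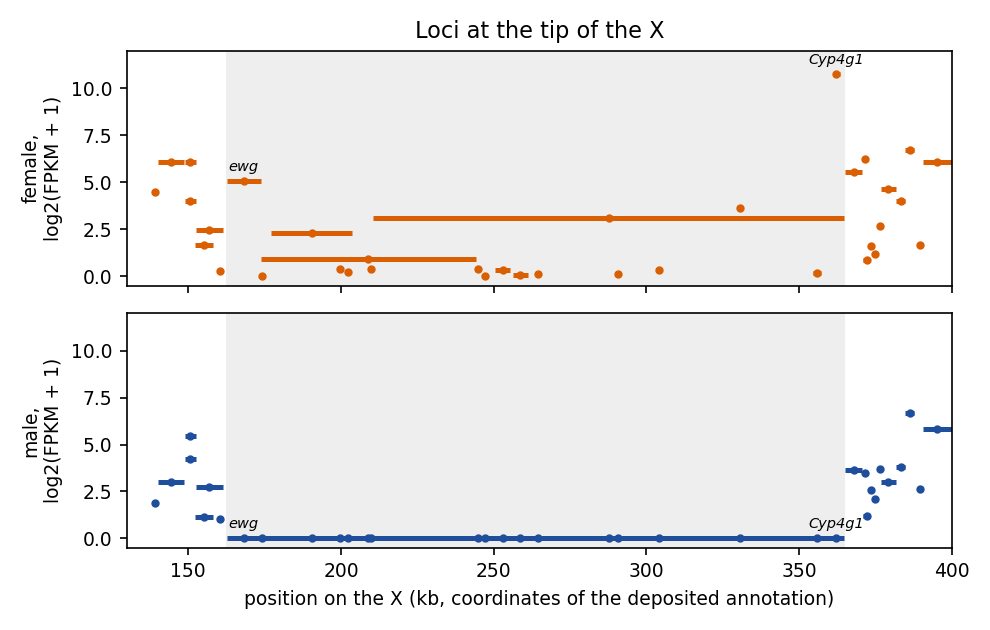
Levels of loci at the tip of the X as log2(FPKM + 1) in the female (top) and male (bottom) library, by position in kilobases in the deposited annotation, with bars for the span of each locus and a grey band for the run of 18 overlapping loci. All 18 loci in the band were at 0 in the male library, and loci on both sides had values in both libraries.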

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

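No paired analysis was possible because there was 1 library per sex. Of 50 results other than single genes, 19 were the same under every alternative run on them, and 385 of 465 values under alternatives that could change them were the same. Counts were taken as the same within 1.5 times. The female count of detected loci is among the 19 only because the tally leaves out counting every value above 0. That count was more than 1.5 times the reported one. Of 158 named genes, 124 were the same under the 4 scalings and 2 pseudocounts, the alternatives run on single genes. Leaving out loci listed at 0 in either library was chosen after seeing the data. Except where a reason is given, the cause of a change was not tested.

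Lists of yolk protein (median log2 ratio 3.49 to 4.96), eggshell (2.78 to 4.13), female germline (3.60 to 4.87), seminal fluid (−10.59 to −8.86) and testis and sperm genes (−10.31 to −3.79) kept their direction and their side of the percentile threshold under all 10 alternatives run on each. The sex determination list (0.00 to 1.42), both chemoreceptor lists and chromosome 4 also kept their direction and side. The counts of detected loci moved from 8175 to 13634 in the female and from 10509 to 17565 in the male library with minimums of 0.1 and 5 FPKM and with annotated loci only, all within 1.5 times. Counting every value above 0 gave 16306 and 18162, and the female count was then more than 1.5 times the reported one. The X-linked median lay at the 100th percentile of matched lists, and the autosomal median at the 0th, under the 10 alternatives that could move a percentile, even where their signs changed. The autosomal placement is not a separate result, since the matched lists were drawn from all tested loci, X-linked ones included. Centring cannot move the percentile of a median, nor can a fold threshold. Adjacent biased loci shared a direction in 66.4% to 85.4% of pairs.

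The scalings moved the median log2 ratio of all tested loci by −0.17 (centring), 0.41 (each library set to a sum of 1e6), 0.0674 (equal 75th percentile) and −0.83 (equal median of ribosomal protein genes), and the pseudocounts of 0.1 and 0.01 by −0.11 and −0.13. A change of sign under a scaling thus goes with a shift of all loci, while the percentiles are relative to it. Female-biased loci made up 34.6% of calls as reported, 48.4% under the sum of 1e6 (4354 female-biased and 4641 male-biased loci) and 13.5% under the ribosomal protein scaling (1282 and 8180). The sum of 1e6 kept all 3034 female-biased and 4639 of 5743 male-biased loci. The ribosomal protein scaling kept 1282 female-biased and all 5743 male-biased loci.

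Under the ribosomal protein scaling the ribosomal protein list reversed to −0.0365, as its construction requires, and the reference list to −0.0533, the dosage compensation list to −0.68 and the somatic list to −0.83. Gapdh2 (−0.14), RpL32 (−0.0476), RpS3A (−0.17), Rpn2 (−0.0533), alphaTub84B (−0.72), grk (−0.55), her (−0.10), mle (−0.68) and tra (−0.0537) reversed too. Of the X-linked loci 308 were female-biased and 1081 male-biased, and 964 autosomal and 30 unannotated loci were female-biased. The 2L median of −1.57 passed the threshold (0.69th percentile), while the unannotated median of −1.77 (2.82th) no longer did. The median exon numbers of male-biased (3) and other loci (4) no longer stood apart. Of the other named genes 6 became stronger and 12 weaker.

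With each library set to a sum of 1e6, the X-linked median reversed to 0.34 and Drs to 0.34. The medians of 2L (−0.35) and the antimicrobial list (−0.92), and the number of transcripts of female-biased loci (1), now passed the threshold, and 6 named genes became stronger and 7 weaker. With an equal 75th percentile, the antimicrobial list (−1.13) and the transcripts of female-biased loci (1) passed it. Centring reversed the somatic list to −0.0432, and the exon number of male-biased loci (3) no longer stood apart. The pseudocount of 0.1 took 2L (−0.90) and the antimicrobial list (−1.54) past the threshold, and that of 0.01 the antimicrobial list (−1.58). Under both, the exon number of other loci (4) no longer stood apart.

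Requiring 1 FPKM in both libraries removes loci seen in 1 sex, mostly males. It reversed the medians of X (0.51), the autosomes (0.10), 2L (0.13), 2R (0.0204), 3L (0.17) and 3R (0.11). It left 2382 male-biased loci, 266 of them X-linked and 2096 autosomal, against 2760 female-biased ones, so that females held 53.7% of calls. The unannotated median of −0.36 moved to the other end of matched lists (100th percentile), with 14 female-biased and 33 male-biased loci. The length of other loci (1855 nt) also changed sides (0.02th percentile), the antimicrobial list (−1.40) passed the threshold, and the exon numbers of male-biased (4) and other loci (4) no longer stood apart.

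With a minimum of 5 FPKM, the X-linked median reversed to 0.25, and the Y-linked list (−3.28) no longer stood apart, with fewer genes left. The unannotated median of −2.28 changed sides (98.8th percentile), with 17 female-biased and 107 male-biased loci. The antimicrobial list (−1.40) and the transcripts of female-biased loci (1) passed the threshold, and the exon numbers of male-biased (3) and other loci (4) no longer stood apart. Without a filter, 2L (−0.38), 3R (−0.33) and the antimicrobial list (−1.19) passed it, and the exon number of other loci (2) no longer stood apart. Over loci above 0 in both libraries the antimicrobial list (−1.19) passed it.

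Over annotated loci, rho was 0.59, 3R (−0.58) and the transcripts of female-biased loci (1) passed the threshold, and the exon numbers of male-biased (3) and other loci (4) no longer stood apart. The 4-fold threshold gave 1072 female-biased and 2866 male-biased loci, with 256 and 362 on the X, 814 and 2452 on autosomes and 13 and 160 without annotation, and the transcripts of other loci (2) passed the percentile threshold. At 1.5-fold the transcripts of female-biased loci (1) passed it, and the exons of male-biased loci (3) and the length of other loci (1767 nt) no longer stood apart.

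The ratio of X-linked to autosomal levels was 1.38 in the female and 0.979 in the male library over loci above 0. It was 0.751 in the male library with a minimum of 5 FPKM. Over loci with 1 FPKM in both and under 2-fold apart it was 0.916 and 0.895. Without ribosomal protein genes and the mitochondrial genes, which were all at 0, the 10 and 100 highest female loci held 5.15% and 21.3% of the sum. No result here has a replicate error, which limits all of them to these libraries.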

Other observations

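The tests on Ef1alpha48D, Cyp4g1, the run at the tip of the X, male transcripts in the female library, a single share of female RNA in the male library, the sign of intronic loci and their hosts, the scarcity of strongly male-biased loci on the X, and the level of unannotated loci were chosen after the result was seen, and the others before. Sex itself was not tested as an explanation of any pattern, since each sex had 1 library, and it stays open throughout.

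Some zeros in the table may be failed estimates and not absent transcripts. All 18 loci of the overlapping run that holds Cyp4g1 were at 0 in the male library, the loci on both sides had values, and no run of at least 3 overlapping loci was at 0 in the female library with a male value of at least 1 FPKM. A skipped estimate for the whole run is a candidate explanation. Absence of the Cyp4g1 transcript alone was argued against: the other 4 loci of the run with at least 1 FPKM in the female library were all at 0 in the male library, against 59 of 10184 such loci elsewhere (0.579%). A loss of transcripts over the whole run in males was not tested. For Ef1alpha48D a failed estimate and absence of the transcript cannot be told apart from these values, although the gene is used in every cell. The other 122 loci with at least 1000 FPKM in the male library had at least 0.272 FPKM in the female library, but the gene was singled out because the others were above 0.

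Transcripts of most male reproductive genes occurred in the female library at a low share of their male level. The median was 0.0766% for testis and sperm genes (quartiles 0.0490% to 0.163%) and 0.0628% for seminal fluid genes (quartiles 0.0490% to 0.0785%), and the quartile ranges overlapped. Single genes spread widely. Of 34 testis and sperm genes 8 had at least 0.2%, up to 248% for twe, 31.3% for mia and 6.78% for bol, and the lowest was Mst84Dc at 0.0180%. A small share of male RNA or reads in the female library could account for part of these levels, for instance from the shared lane, but not for those of twe, mia and bol, and a strictly equal share could be no larger than the lowest ratio. Semen carried by mated females cannot be told apart from it: the Y-linked median of 0.101% rests on few fragments, about 2.30 for kl-2. The ratio of roX1, 0.736%, was above these medians.

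Eggshell transcripts occurred in the male library at a median of 7.31% of their female level (3.12% to 17.3%). The 3 families were compared by the same criterion as male transcripts in the female library, whether quartile ranges overlapped. Chorion genes had a median of 11.7% (quartiles 7.37% to 14.1%, 9 genes), vitelline membrane genes one of 4.76% (quartiles 4.03% to 5.87%, 6 genes) and yolk protein genes one of 4.54% (quartiles 4.47% to 4.89%, 3 genes). The range of chorion genes did not overlap the others, which argues against a single share of female RNA in the male library as the whole cause. In addition, 7 of 20 female germline genes had a lower ratio than every eggshell gene. A smaller share stays open as part of it, up to the 1.28% of dhd, the lowest ratio among 1051 annotated loci with at least 100 FPKM in the female library and a value above 0 in the male library. Short transcripts were not generally overestimated in males, since ribosomal protein genes at or under their median length differed from longer ones by −0.0668 on the log2 scale, against an eggshell excess over dhd of 2.52. Expression of these genes in males stays open as a hypothesis. Other technical sources were not tested.

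Chemoreceptor genes were higher in the male library at 105 of 120 genes, with medians of 0.0504 FPKM in the female and 0.275 FPKM in the male library. The X-linked Or1a, in the run at the tip of the X, was left out of these genes. It went the other way, with 0.296 FPKM in the female library and a listed 0 in the male library. Genomic DNA or unspecific reads would give an even level per length. The 10th percentile of 89 single-transcript genes was only 0.113 of their median in the male library, which argues against such a background as the whole cause. An even background could be no higher than the lowest genes. Of these, Gr68a, Gr59c, Gr57a, Gr22d and Gr22b were listed at 0 in the male library. A listed 0 need not mean absence, so how much background stays open is uncertain. The X-linked to autosomal ratio of 0.753 (interval 0.142 to 2.78, 13 X-linked genes) added nothing on such a background, since it covered both an equal and a halved level.

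The shift of X-linked loci toward the female library was not accounted for by any of 3 simple explanations taken alone. Matching on mean expression left a difference of 0.43. X-linked ribosomal protein genes differed from autosomal ones by 0.0319 (interval −0.41 to 0.34), below the 0.52 seen over all loci, which argues against a lower yield of every X-linked transcript. Loci at least 4-fold higher in males made up 16.6% of the X and 20.9% of autosomes. If that scarcity were the only difference, 21.2% of X-linked loci would be female-biased, but 29.6% were (interval 27.8 to 31.6%), and 14.2% against an expected 9.41% with equal medians of ribosomal protein genes, so it could be at most part of the shift.

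Unannotated loci inside introns followed their hosts weakly if at all. The rho over 592 loci was 0.0539, under the upper limit of shuffled pairings (0.0802). The host's sign was shared by 392 loci (66.2%), slightly above shuffled pairings (median 62.5%, limits 59.5% to 65.2%), while 107 male-biased loci lay in male-biased hosts, within the limits of 99 to 122. Of 71 loci in female-biased hosts 35 were male-biased and 4 female-biased. These values argue against unspliced host transcripts as the main source and leave them open for a part of the loci. For intergenic loci the difference in rho between those within 1 kb of a gene and those over 5 kb away was 0.0708 (interval −0.187 to 0.323), so unannotated gene ends cannot be told apart from separate loci. The median of intergenic loci differed by −0.55 from that of annotated loci matched on the higher value, so low level alone did not account for their male shift, while that of intronic loci differed from its matched lists by 0.0534 and may go with low level alone.

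Adjacent biased loci shared a direction in 82.1% of 1031 pairs at least 5 kb apart, against a largest share of 62.9% over 2000 shuffles, so reads shared between close loci are an unlikely main explanation. Whether widely spaced loci differ from others in the make-up of their calls was not tested, so the excess over shuffles may come from that. Regional regulation or grouping of related genes was not tested either.

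The Y-linked locus fdy had 3.95 FPKM in the female and 3.24 FPKM in the male library. The repeat loci CR41507 (1.64 and 0.509 FPKM) and CR41509 (1.71 and 0.605 FPKM) were also higher in the female library. These loci have copies elsewhere, and no explanation was tested for them.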
